# Changes in expression of the long non-coding RNA *FMR4* associate with altered gene expression during differentiation of human neural precursor cells

**DOI:** 10.3389/fgene.2015.00263

**Published:** 2015-08-10

**Authors:** Veronica J. Peschansky, Chiara Pastori, Zane Zeier, Dario Motti, Katya Wentzel, Dmitry Velmeshev, Marco Magistri, John L. Bixby, Vance P. Lemmon, José P. Silva, Claes Wahlestedt

**Keywords:** lncRNA, intellectual disability, epigenetics, differentiation, chromatin remodeling, *MBD4*, *FMR4*, Fragile X

## Abstract

CGG repeat expansions in the Fragile X mental retardation 1 (*FMR1*) gene are responsible for a family of associated disorders characterized by either intellectual disability and autism Fragile X Syndrome (FXS), or adult-onset neurodegeneration Fragile X-associated Tremor/Ataxia Syndrome. However, the *FMR1* locus is complex and encodes several long non-coding RNAs, whose expression is altered by repeat expansion mutations. The role of these lncRNAs is thus far unknown; therefore we investigated the functionality of *FMR4*, which we previously identified. “Full”-length expansions of the *FMR1* triplet repeat cause silencing of both *FMR1* and *FMR4*, thus we are interested in potential loss-of-function that may add to phenotypic manifestation of FXS. Since the two transcripts do not exhibit *cis*-regulation of one another, we examined the potential for *FMR4* to regulate target genes at distal genomic loci using gene expression microarrays. We identified *FMR4*-responsive genes, including the methyl-CpG-binding domain protein 4 (*MBD4*). Furthermore, we found that in differentiating human neural precursor cells, *FMR4* expression is developmentally regulated in opposition to expression of both *FMR1* (which is expected to share a bidirectional promoter with *FMR4*) and *MBD4*. We therefore propose that *FMR4*’s function is as a gene-regulatory lncRNA and that this transcript may function in normal development. Closer examination of *FMR4* increases our understanding of the role of regulatory lncRNA and the consequences of *FMR1* repeat expansions.

## Introduction

Fragile X Syndrome, FXTAS, and FXPOI are X-linked disorders that arise from expansions in a CGG-repeat region in the 5′-UTR of the *FMR1* gene. Normal *FMR1* alleles contain 6–54 repeats, expansions from 55 to 200 repeats are considered “premutations” and all larger repeat sizes are known as the “full mutations.” Individuals with a premutation may develop the adult-onset neurodegenerative disorder known as FXTAS, while women carrying the premutation are at risk for FXPOI. Only the full mutation leads to FXS, which is a common cause of inherited intellectual disability and autism (Oostra and Willemsen, 2003). *FMR1* premutations result in overproduction of toxic, expanded mRNAs that contribute to the development of FXPOI and FXTAS pathology (Tassone et al., 2000; Kenneson et al., 2001). Full mutations lead to DNA and repressive histone methylation of the *FMR1* locus (Sutcliffe et al., 1992; Hornstra et al., 1993; Coffee et al., 1999, 2002; Kumari and Usdin, 2010). Thus FXS derives from the loss of *FMR1* mRNA and protein FMRP. We and others have identified four non-coding transcripts with abnormal expression in response to Fragile X repeat expansions at the *FMR1* locus (Ladd et al., 2007; Khalil et al., 2008; Pastori et al., 2014), but their role in FXS/FXTAS/FXPOI phenotypes remains to be determined.

The vast majority of the human transcriptome is comprised of either long [>200 nucleotides (nt)] or short ncRNAs (Cheng et al., 2005; Banfai et al., 2012; Djebali et al., 2012). While short ncRNAs typically regulate gene expression through posttranscriptional mechanisms or by interfering with translation (Rother and Meister, 2011; Fabian and Sonenberg, 2012), lncRNAs (which can be many kilobases long) often act in *cis* or *trans* to regulate gene expression at their locus of origin or elsewhere in the genome, respectively. Evidence suggests that lncRNAs perform scaffolding functions by recruiting epigenetic complexes or ribonucleoproteins that cause chromatin remodeling (Wang and Chang, 2011). Other lncRNAs act post-transcriptionally by targeting mRNAs or translational machinery. Regardless of the mechanism, a growing body of evidence implicates lncRNAs in a myriad of normal cellular functions such as DNA damage response and mitosis (Tsai et al., 2010; Yap et al., 2010; Hung et al., 2011; Kotake et al., 2011; Wang and Chang, 2011) and in diseases, such as cancer (Hajjari et al., 2014).

Recent attention has focused more specifically on the role of lncRNAs in neurodevelopmental programs and diseases of the nervous system. For example, lncRNAs are involved in the differentiation of neural cell types, and synaptic signaling and maturation (Mercer et al., 2010; Qureshi et al., 2010). In addition, both short and long ncRNAs are known to be involved in Prader–Willi syndrome, which is a developmental disorder caused by paternal deletion of a maternally imprinted region and can present with metabolic dysregulation including circadian rhythm defects (Sahoo et al., 2008; De Smith et al., 2009; Powell et al., 2013). Both syndromic and non-syndromic ASD susceptibility loci also contain aberrantly expressed lncRNAs that may contribute to disease (Velmeshev et al., 2013; Ziats and Rennert, 2013). Dysfunction of lncRNAs has also been linked to pathogenesis of neurodegenerative disorders including Alzheimer’s disease (Faghihi et al., 2008) and spinocerebellar ataxia type 7, another repeat expansion disorder (Sopher et al., 2011). In sum, there is a growing body of evidence supporting the involvement lncRNAs in both the normal and diseased nervous system, spurring further mechanistic inquiries.

*FMR4*, an untranslated, antisense lncRNA originating at the *FMR1* gene locus was shown to have anti-apoptotic functions in HEK293T and HeLa cells but to have no effect on expression of *FMR1* (Khalil et al., 2008). Here, we describe *FMR4*’s function as a regulator of gene expression in *trans* by identifying mRNA expression changes induced by *FMR4*. In particular, these effects in HEK293T cells are mirrored by discordant developmental regulation between *FMR4* and one of its targets, *MBD4*, in hNPCs.

## Materials and Methods

### HEK293T Cell Culture, Transfection, and RNA Extraction

HEK293T cells were cultured in DMEM with 10% FBS. In overexpression experiments, cells were transfected with pcDNA3.1-FMR4 or the empty pcDNA3.1 control vector using Lipfectamine 2000CD. For knockdown experiments, the siRNA FMR4(C) (Khalil et al., 2008), versus Silencer Negative Control siRNA #1 (Ambion) were used with the Lipofectamine RNAiMAX transfection reagent, according to manufacturer’s instructions (Invitrogen). For microarray experiments, 1 × 10^6^ cells were plated and transfected with 0.5 μg plasmid or 40 nM siRNA on the same day, and incubated for 6 or 24 h after transfection. For validation, *FMR4* was knocked down using two sequential siRNA transfections over 72 h. RNA was extracted using Trizol (Invitrogen) and the RNeasy Mini Kit, and treated with DNAse on-column using the RNAse-free DNAse Set (Qiagen) according to manufacturer’s instructions.

### Microarray Hybridization and Analysis

At 6 or 24 h post transfection, RNA was extracted and samples were submitted to the Hussman Institute for Human Genomics Center for Genome Technology for microarray analysis using Affymetrix Human Gene 2.0 ST Arrays. Total RNA samples were first prepared using the Ambion WT Expression Kit (cat# 4411974). Briefly, the kit generates sense-strand cDNA from total RNA using a reverse transcription priming method that specifically primes non-ribosomal RNA, including both poly(A) and non-poly(A) mRNA. Next, samples are fragmented and labeled using the Affymetrix GeneChip WT Terminal Labeling Kit (cat# 902280). Final yield was hybridized onto the array, washed and stained using the Affymetrix GeneChip Hybridization, Wash, and Stain Kit (cat# 900720). Arrays were scanned using GeneChip Scanner 3000 7G system. Background subtraction, GC-RMA normalization and quality control were performed using the Affymetrix GeneChip Command Console Software and the bioconductor package from R. Data have been archived in the Gene Expression Omnibus at the National Center for Biotechnology Information, and assigned the accession number GSE70817.

### cDNA Synthesis and Quantitative Real-Time PCR (qPCR)

cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) with 500 ng of total RNA per reaction. Gene-specific FMR4 cDNA was primed separately (“FMR4 RT”: ATTGCTGGCAGTCGTTTCTT), in order to specifically detect the antisense transcript and prevent capture of overlapping sense transcripts arising from that genomic region. Random hexamer-primed cDNA libraries were used for detection of all other genes. FMR4 RNA expression was quantified using SYBR Green quantitative real-time PCR (qPCR) with the following primers, validated by melting curve: “FMR4 FW” – ACCAAACCAAACCAAACCAA and “FMR4 REV” – GTGGGAAATCAAATGCATCC. Commercially available TaqMan probes (Invitrogen) were used for all other transcripts (MBD4, cat# Hs00187498_m1; FMR1, cat# Hs00924547_m1; MALAT1, cat# Hs01910177_s1). The endogenous control was glyceraldehyde 3-phosphate dehydrogenase (GAPDH, cat# 4326317E) where necessary, and data were analyzed by the ΔΔCt method. For polyA detection, cDNA was synthesized from 1 μg total RNA using the High Capacity cDNA kit and oligodT primers at 50 nM final concentration. In the noRT control, we omitted the reverse-transcriptase enzyme from the cDNA synthesis reaction. Reverse transcription products were amplified using qPCR as described above and visualized on a 1.5% agarose gel.

### Human Neural Precursor Cell (hNPC) Culture, Differentiation, and Viral Transduction

hNPCs used in this study were derived from human fetal brains collected from third trimester aborted fetuses received from the Birth Defects Research Lab at the University of Washington in Seattle. This work was classified as “Non-Human Subject Research” by the Human Subject Research Office at the University of Miami, and therefore was not subject to Institutional Review Board approval. Briefly, brain tissues were dissected and dissociated using the trypsin-based Neural Tissue Dissociation Kit (Miltenyi Biotec, cat #130-093-231). Five million single cells were seeded into each 75-mm tissue culture flask in proliferation media supplemented with B27 (1X of proprietary formula), human Epidermal Growth Factor (hEGF) at 20 ng/mL, human Fibroblast Growth Factor (hFGF) at 10 ng/mL, heparin at 20 ug/mL, GlutaMax (1X, Gibco), and Primocin at 0.1 mg/mL (InvivoGen). Neural stem cells formed neurosphere colonies after approximately 7 DIV, while other cells remained in suspension as single cells or formed a monolayer on the flask surface. Neurospheres can be maintained as such in suspension for several months using proliferation media, or hNPCs can be differentiated, forming a mixture of neurons and astrocytes. Neurospheres were transduced with a lentiviral vector expressing *FMR4* (pLentiCMV/TO-mCherry-FMR4) or the control vector (pLentiCMV/TO-mCherry), and collected for qPCR analysis after 2 days. To differentiate, neurospheres are dissociated into single cells with Accutase and cultured in Advanced DMEM/F12 media without hFGF or hEGF, but with Bottenstein’s N2 at 1X (Invitrogen, proprietary formula), 2.5% fetal bovine serum, heparin at 20 μg/mL, GlutaMax (1X, Gibco) and Primocin at 0.1 mg/mL (InvivoGen).

### Subcellular Fractionation

Neurospheres were collected by centrifugation at 250 × *g* in order to form 50 μL pellets. Pellets were washed with PBS and fractionated with the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific, cat# 78835) according to manufacturer’s instructions. Briefly, cells were sequentially lysed and centrifuged to first separate pelleted nuclei from cytoplasm, then to separate chromatin from nucleoplasmic components. RNA was extracted from solid chromatin with 1 mL of Trizol, and with 0.75 mL Trizol LS for every 0.25 mL of liquid fraction. cDNA prepared using random primers was used for TaqMan qPCR (*MALAT1*, *GAPDH*, and *FMR1*), while gene-specific priming and SYBR Green was used for *FMR4* as noted above. In each case, starting material for cDNA reactions was 2 μL total RNA (not equal mass of RNA), to enable comparison of absolute quantities of each transcript between compartments. Relative quantification (RQ) for each transcript in each compartment was calculated from Cq values by qPCR. Individual fraction RQ values were normalized to the total detected amount for each transcript.

## Results

### *Fmr4* Induces Genome-Wide Changes in Gene Expression

Previous studies of the 2.4 kb antisense lncRNA *FMR4* described no *cis-*regulation of *FMR1* (Khalil et al., 2008); therefore we hypothesized that *FMR4* would regulate gene expression in *trans*, which is a well-documented function of other lncRNAs (Rinn et al., 2007; Kino et al., 2010; Miyagawa et al., 2012). In order to comprehensively measure gene regulation in response to *FMR4* at the mRNA level, we treated HEK293T cells with either an siRNA against *FMR4*, a scrambled control siRNA (knockdown), pcDNA3.1-*FMR4*, or the empty pcDNA3.1 vector (overexpression) and processed for microarray hybridization after 6 or 24 h. 

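HEK293T cells, a line of human embryonic kidney origin, were measured on 24 arrays, 3 for each of 8 conditions. The conditions are CTRL siRNA, FMR4 siRNA, CTRL pcDNA3.1 (the empty vector) and FMR4 pcDNA3.1, each at 6 and 24 h after transfection with 40 nM siRNA or 0.5 μg plasmid. Each array holds 1 biological replicate, made by pooling 3 technical ones. The sample labels and the probe annotation give the array as Affymetrix Human Gene 1.0 ST, and the paper's methods give it as version 2.0. The values used are the deposited log2 expression values, which the authors made by background subtraction and GC-RMA normalization. The table has 33297 probe sets with no missing value, and the array medians are similar. The probe annotation gives a gene for 21214 probe sets and a single symbol for 19460 of them, which stand for 18395 genes. For the 788 genes with more than 1 such probe set, the probe set of highest mean expression was used. No probe set carries the symbol of *FMR4* or any of the 4 RefSeq accessions searched for it. The level of *FMR4*, and the extent of its knockdown or overexpression, were therefore not read from these arrays. Whether any of the 12083 probe sets without a gene covers *FMR4* was not tested.
Differences between conditions were tested with limma, with 1 mean per condition fitted to all 24 arrays (16 residual degrees of freedom) and Benjamini-Hochberg adjustment within each comparison over the 21214 named probe sets. A gene is called higher or lower at an adjusted p under 0.05. In simulated data for the knockdown at 24 h, 91% of genes given a log2 change of 0.5 were recovered, and 26.9% of those given 0.25. The shares were 82.1% and 23.9% for the overexpression at 24 h. Each of these 2 changes was given to 67 genes and a change of 1 to 66, beside 18195 unchanged genes. The shares hold for that number of changed genes, and recovery with fewer was not tested. The 2 arms differ in more than the direction of *FMR4*, since one received siRNA and the other plasmid, each with its own transfection reagent.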

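At 24 h, *EMP2*, *SAR1B*, *IL6ST*, *SCAMP1* and *SPOPL* had the largest rises with FMR4 siRNA relative to CTRL siRNA, and *FAT1*, *GGPS1*, *CEP15*, *DUT* and *SHMT1* the largest falls. *EMP2* encodes a tetraspan membrane protein. Its log2 expression (probe set 7999387) was 10.60 ± 0.06 (SD, n = 3) with FMR4 siRNA and 9.26 ± 0.11 (SD, n = 3) with CTRL siRNA, a difference of 1.34 (SE 0.094, adjusted p = 3.49e-09) or 2.53-fold. *SAR1B*, a GTPase of COPII vesicle budding, rose by 1.18 (SE 0.075), and *IL6ST*, the receptor subunit gp130 of the interleukin-6 family, by 1.16 (SE 0.099). *SCAMP1*, of secretory carrier membranes, rose by 1.09 (SE 0.085), and *SPOPL*, an adaptor of a cullin ubiquitin ligase, by 1.08 (SE 0.079). *FAT1*, an atypical cadherin (probe set 8104079), went from 10.04 ± 0.04 (SD, n = 3) to 8.92 ± 0.13 (SD, n = 3), a log2 change of −1.12 (SE 0.092, adjusted p = 3.54e-08). *GGPS1*, which makes geranylgeranyl diphosphate, changed by −1.03 (SE 0.08) and *CEP15* by −1.02 (SE 0.15). *DUT*, the dUTPase, changed by −0.97 (SE 0.068) and *SHMT1*, of folate metabolism, by −0.93 (SE 0.071). The adjusted p of the 10 genes is at most 9e-05, and all 3 FMR4 siRNA arrays lie on one side of all 3 CTRL siRNA arrays in each, as the rule for naming genes asks. The plasmid arrays of the same time, a comparison chosen after the values were seen, also differ in nucleic acid and reagent, so their level is no neutral baseline. *EMP2* differed from them by −1.11 with CTRL siRNA and 0.22 with FMR4 siRNA, and *SAR1B* by −0.89 and 0.29, whereas *FAT1* differed by 0.01 and −1.10.

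**Figure D1:**
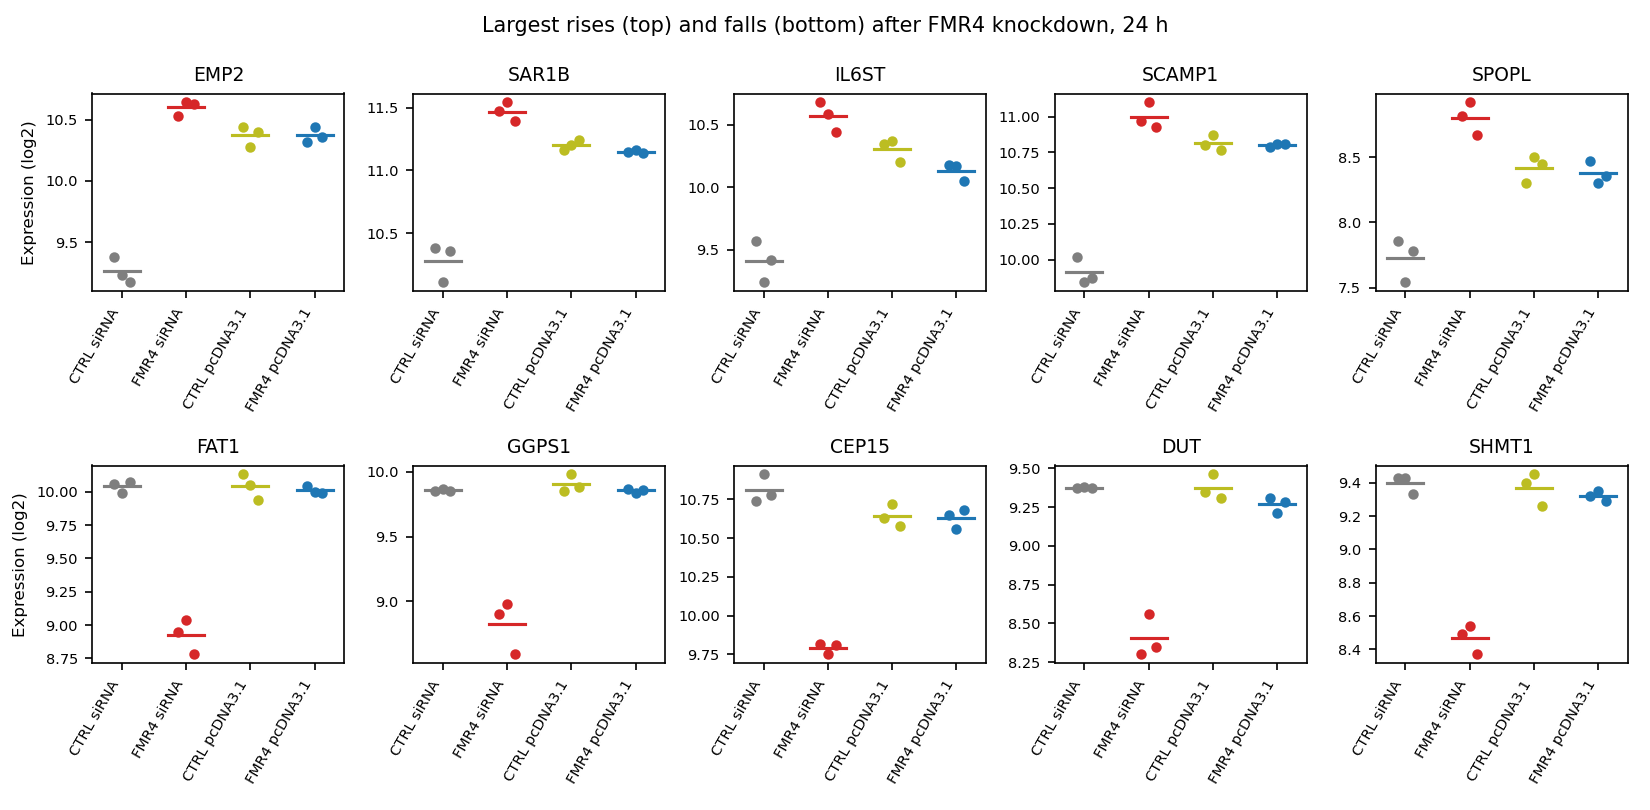
Log2 expression at 24 h of the 5 genes with the largest rises and the 5 with the largest falls after FMR4 siRNA. Points are arrays and bars are means of 3 arrays, for CTRL siRNA, FMR4 siRNA, CTRL pcDNA3.1 and FMR4 pcDNA3.1. The CTRL siRNA arrays lie farthest from the plasmid arrays for EMP2, and the FMR4 siRNA arrays do for FAT1.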

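Of 18395 genes, 632 were higher and 451 lower with FMR4 siRNA at 24 h. Of these, 59 and 52 changed by at least 1.5-fold, and 5 and 3 by more than 2-fold. The total of 1083 becomes 653 without CTRL siRNA 24 h replicate 2. Without FMR4 siRNA 24 h replicate 2, more genes are lower (417) than higher (334). At 6 h, 6 genes were higher and 5 lower. *SAR1B* was already higher at 6 h, by 0.56 (SE 0.075, adjusted p = 0.00201), *ALCAM*, a cell adhesion molecule, changed by −0.70 (SE 0.092, adjusted p = 0.00201) and *ZDHHC20*, a palmitoyltransferase, by −0.62 (adjusted p = 0.00365). These 3 passed the test without any single array of the comparison, but not in a fit to the 6 arrays compared (adjusted p = 0.564, 0.468 and 0.468), in which limma called 0 genes. *FAM209B* (0.65), *SPOPL* (0.51), *NEK7* (0.41), *TNRC6A* (0.40), *FAT1* (−0.59), *KMT5A* (−0.43) and *SINHCAF* (−0.40) passed it with adjusted p from 0.00561 to 0.0434, and each lost it in the absence of at least 1 array of 6 h. *SPOPL* lost it without CTRL siRNA replicate 2 (0.0663), *TNRC6A* without CTRL siRNA replicate 2 or 3 (up to 0.0629), and *FAT1* without CTRL siRNA replicate 1 (0.0716) or FMR4 siRNA replicate 2 (0.105). *FAM209B* lost it without CTRL siRNA replicate 2 or 3 or FMR4 siRNA replicate 2 (up to 0.177). Its mean with CTRL siRNA, 5.85, lies below 5.99, the upper quartile of the mostly silent olfactory receptor and keratin-associated protein genes. The size of its difference is therefore not exact. *NEK7* (up to 0.48), *KMT5A* (up to 0.165) and *SINHCAF* (up to 0.259) lost it without any 1 of the arrays but FMR4 siRNA replicate 3, and *SINHCAF* also with each array centred on its median (0.0797). With the mean over its probe sets *KMT5A* changed by −0.26 (0.312). All 7 but *SPOPL* lost the call in a fit to the 12 arrays of 6 h (0.155 to 0.434). *SPOPL* (0.0931), *FAT1* (0.0501), *KMT5A* (0.0931), *NEK7* (0.163) and *SINHCAF* (0.119) lost it with the replicate number as a block within a time and arm. The count of 11 at 6 h becomes 854 without FMR4 siRNA 6 h replicate 3, of which 127 are higher and 727 lower. With array weights 25 genes are higher and 89 lower. The count is 5 without CTRL siRNA 6 h replicate 2 or 3, and 6 without FMR4 siRNA 6 h replicate 2. The knockdown changed 10 genes in the same direction at both times, where 0.33 would be shared by independent lists.
With FMR4 pcDNA3.1, limma called 0 genes at 6 h (372 at an unadjusted p under 0.05) and 0 at 24 h (602, of which 484 lower). Both unadjusted counts are below what chance alone would give on average, a share of 0.05 of the 18395 genes. By the rule for naming genes, those of lowest p at 6 h are *OR4M2* (0.59), *ANKRD30BL* (0.33), *PCDHA4* (0.32), *SLC22A25* (0.29) and *SNORD115-14* (0.28) among the higher. Among the lower are *OR56A3* (−0.37), *UBXN10* (−0.31), *CYP4F12* (−0.29), *RPGRIP1* (−0.23) and *ANAPC10* (−0.20). At 24 h they are *CCR2* (0.34), *SPRR2B* (0.30), *AGMO* (0.28), *HECW1* (0.25) and *KRTAP4-4* (0.24), and *PGCKA1* (−0.33), *OR5A2* (−0.29), *NSG2* (−0.28), *LRRC37A11P* (−0.27) and *DRC10* (−0.27). The adjusted p of all 20 is 0.999 or higher. Adjusted over the 4 comparisons together, 4 of them were called higher at 6 h and 3 lower at 24 h (adjusted p from 0.02 to 0.048). That cutoff is shared with the many small p-values of the knockdown. It does not control error within the overexpression, so no overexpression effect is concluded from these genes. Their mean log2 levels lie between 3.26 and 7.11. For the knockdown, 718 genes at 6 h and 3017 at 24 h had an unadjusted p under 0.05. Over the 4 comparisons, 1084 genes passed the test in at least 1, or 654 without CTRL siRNA 24 h replicate 2 and 2191 without FMR4 siRNA 6 h replicate 3.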

Using LIMMA, a linear modeling approach (Smyth, 2004), we identified differential expression of over 3,700 genes between *FMR4* knockdown, overexpression and their respective control conditions, and characterized the pattern of target gene expression relative to *FMR4*. To this end, we used the Cluster Affinity tool of TIGR MultiExperiment Viewer to identify genes with opposite behavior in the knockdown condition compared to the overexpression condition. This strategy narrowed our focus to the 238 transcripts represented in **Figure 1A** and Supplementary Figure S1, which are further classified by whether they are concordant or discordant with respect to *FMR4* changes. This analysis yielded 155 and 83 target genes with concordant and discordant changes in mRNA expression relative to *FMR4*, respectively. These data support the idea that *FMR4* is a regulator of gene expression through *trans*-activity.

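*EMP2*, *SAR1B* and *FAT1* show how the 2 arms combine at 24 h. The overexpression effect was −0.002 for *EMP2*, −0.05 for *SAR1B* and −0.03 for *FAT1*, each with an adjusted p of 0.999. Opposite change was tested with limma as the overexpression effect minus the knockdown effect, for genes whose 2 effects have opposite signs. By this test 261 genes passed at 24 h. Of these, 36 have the signs of a concordant gene and 225 those of a discordant one, among them *EMP2* (−1.34, SE 0.132, adjusted p = 2.14e-06) and *SAR1B* (−1.23, SE 0.106, adjusted p = 4.92e-07). No gene was called in the overexpression, so the class rests on the sign of an effect that did not pass, and with the siRNA arrays kept 6 of 19 other splits of the plasmid arrays gave at least 261 genes. *FAT1* passed the same contrast (1.08, SE 0.131) but its effect was negative in both arms, as 1 of 130 more genes that passed with effects of 1 sign. The concordant share of 13.8% becomes 37.2% after quantile normalization and 33.2% with each array centred on its median. Without CTRL pcDNA3.1 24 h replicate 3 it falls to 7.63%. The total becomes 168 without CTRL siRNA 24 h replicate 2, 171 without CTRL pcDNA3.1 24 h replicate 2 and 398 without FMR4 siRNA 24 h replicate 3. With array weights the total is 694. At 6 h it is 0 with limma (554 at an unadjusted p under 0.05), and 155 without FMR4 siRNA 6 h replicate 3.
Genes past the threshold in both arms with opposite signs number 0 at each time. At an unadjusted p under 0.05 in both, 49 genes had opposite signs at 24 h, 6 concordant and 43 discordant, where 8.1 and 46.4 would be shared by independent effects. At 6 h they number 15, 7 concordant and 8 discordant, where 4.3 and 2.9 would be. Across genes, which are not independent replicates, the knockdown and overexpression effects had a Pearson r of −0.062 at 6 h (Spearman −0.078) and 0.008 at 24 h. Leaving out each array in turn, r ran from −0.104 to −0.011 at 6 h and from −0.076 to 0.074 at 24 h. The arrays farthest from the full set are CTRL pcDNA3.1 6 h replicate 3, CTRL siRNA 6 h replicate 3, FMR4 siRNA 24 h replicate 3 and FMR4 siRNA 24 h replicate 1.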

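Of the listed genes, *CCND2*, which encodes cyclin D2, *BTG3*, an antiproliferative factor, and *LAMP3*, a lysosomal membrane protein, rose after FMR4 siRNA at 24 h, and all 3 are on the discordant list. *CCND2* rose by 0.43, *BTG3* by 0.35 (SE 0.091, adjusted p = 0.0215) and *LAMP3*, named here after its values were seen, by 0.34 (SE 0.091, adjusted p = 0.0256). *ARIH2*, an E3 ubiquitin ligase on the concordant list, was higher by 0.20 (SE 0.056, adjusted p = 0.0315), against its listed direction. Each of the 4 lost the call without CTRL siRNA 24 h replicate 2 (adjusted p = 0.0591 for *CCND2*, 0.159 for *BTG3*, 0.132 for *LAMP3* and 0.248 for *ARIH2*). *BTG3* also lost it without FMR4 siRNA replicate 2 or 3, *ARIH2* without CTRL siRNA replicate 1 or FMR4 siRNA replicate 1 or 2, and *LAMP3* without any other array but CTRL siRNA replicate 3. The overexpression added none, since no gene was called in it. Of the 135 concordant genes measured, 75 (55.6%) had both effects in the listed direction at 24 h, compared with 17.5% of all genes. Of the 76 discordant genes measured, 52 (68.4%) did, compared with 33.5% of all genes. At 6 h the numbers were 10 (7.41%, all genes 31.6%) and 18 (23.7%, all genes 21.2%), and 75 of the concordant genes had both effects in the other direction. The share at 6 h becomes 12.6% of the concordant genes without FMR4 siRNA 6 h replicate 2, and 9.21% of the discordant ones without FMR4 siRNA 6 h replicate 3. The list was chosen on these arrays, so its own direction on them is not independent evidence. At 24 h the median effect over the concordant genes was −0.06 for the knockdown and 0.04 for the overexpression, and over the discordant genes 0.08 and −0.06. The 2 control groups also differed over the discordant genes, with a median of −0.20 for CTRL pcDNA3.1 minus CTRL siRNA and 25 of 76 genes past the threshold (43 when adjusted over the list alone). Over the concordant genes that median was 0.04, and none passed.

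**Figure D2:**
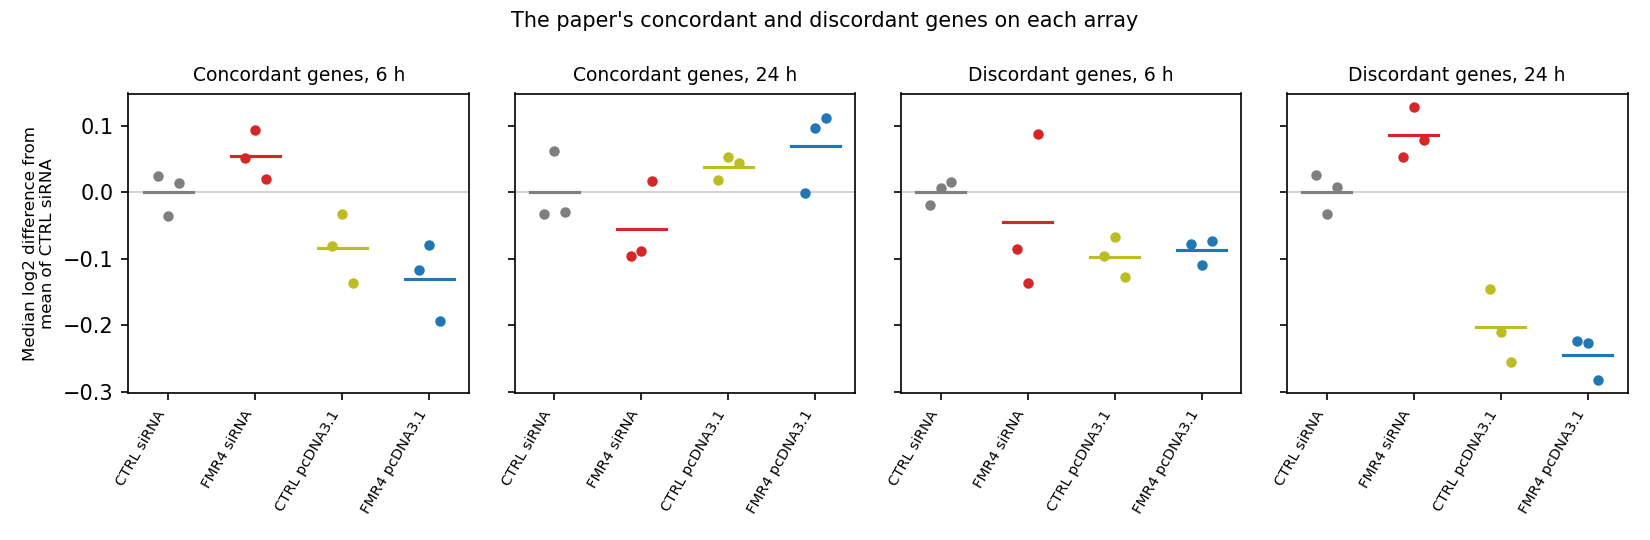
Median log2 difference of each array from the mean of the CTRL siRNA arrays of the same time, over the concordant and discordant genes of the paper at 6 and 24 h. Each point is 1 array. At 24 h the plasmid arrays lie below the siRNA arrays over the 76 discordant genes.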

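*FMR1*, the neighbor of *FMR4* on the other strand, was not called in any of the 4 comparisons. Its log2 expression at 24 h (probe set 8170326) was 10.67 ± 0.14 (SD, n = 3) with FMR4 siRNA and 10.54 ± 0.03 (SD, n = 3) with CTRL siRNA, a difference of 0.13 (SE 0.06, adjusted p = 0.291). Without FMR4 siRNA 24 h replicate 3 the difference is 0.21, which passed the test (adjusted p = 0.0295). It was 0.01 at 6 h, and with FMR4 pcDNA3.1 −0.06 at 6 h and −0.07 at 24 h (adjusted p = 0.999). None of 7 genes of the fragile X and lncRNA group that were measured passed the test in the knockdown at 24 h (0 also when adjusted over the list alone). They include *MALAT1*, at 0.08 (SE 0.138), and the *FMR1* paralogs *FXR1*, at −0.15, and *FXR2*, at 0.05. The paper starts from an earlier study in which *FMR4* did not regulate *FMR1* in *cis*, and takes genes that behave oppositely under knockdown and overexpression as targets. From these genes the paper proposes that *FMR4* regulates expression in *trans*. It also draws on qPCR of *MBD4* in HEK293T cells, qPCR of targets in neural precursors, and the location of *FMR4* RNA on chromatin.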

**FIGURE 1:**
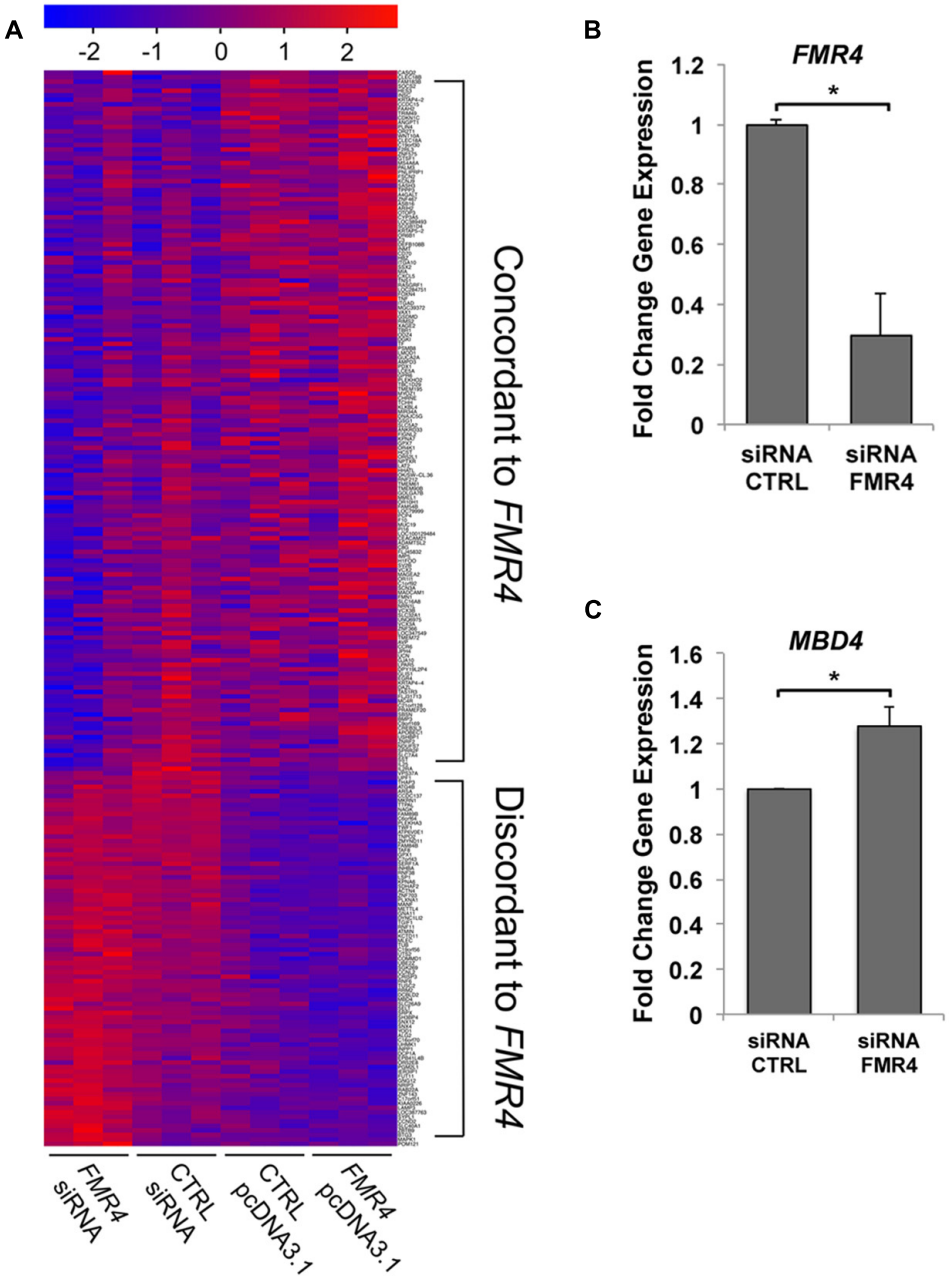
**Microarray analysis of mRNA expression changes in response to *FMR4* knockdown and overexpression reveal *trans*-regulatory targets. (A)** Microarray analysis of HEK293T cells with *FMR4* overexpression or knockdown (*n* = 3). LIMMA analysis and Cluster Affinity identified genes concordantly or discordantly regulated compared to *FMR4*. **(B)** *FMR4* was knocked down with siRNA in HEK293T cells in order to validate changes in a putative *FMR4*-sensitive gene identified by microarray **(C)**. (*n* = 6, *p < 0.05 by Student’s *t*-test).

### Pathway Analysis and *FMR4* Target Validation

We then analyzed the cohort of concordant and discordant *FMR4*-responsive genes with GeneGo Metacore (**Tables 1** and **2**). 

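Cell cycle genes changed in both directions after FMR4 siRNA at 24 h. *SKP2*, the ubiquitin ligase subunit that targets the CDK inhibitor p27, fell (−0.47, SE 0.05, adjusted p = 1.3e-06). The D-type cyclin *CCND2* rose by 0.43 (SE 0.097, adjusted p = 0.00732, or 0.0591 without CTRL siRNA 24 h replicate 2), and *TGFB1*, a growth inhibitor in many cells, rose by 0.38 (SE 0.078, adjusted p = 0.0034). Of mitotic genes, *PRC1* (0.42, SE 0.055) and the kinesin *KIF11* (0.39, SE 0.057) rose while the kinesin *KIF23* fell (−0.42, SE 0.073), with adjusted p from 2.77e-05 to 0.000628. From the plasmid arrays of 24 h, no neutral baseline, *PRC1* differed by −0.28 with CTRL siRNA and 0.14 with FMR4 siRNA. The values were −0.36 and 0.03 for *KIF11*, and 0.21 and −0.21 for *KIF23*. *RPA1*, the large subunit of the single-stranded DNA-binding complex, had the lowest adjusted p of all genes (−0.92, SE 0.052, adjusted p = 4.22e-10). Of 34 measured G1/S regulators, 3 were higher and 2 lower (3 and 2 when adjusted over the list alone). Of 32 spindle and mitosis genes, 4 were higher and 2 lower (4 and 2 adjusted over the list alone). Of 35 DNA replication genes, 1 was higher and 2 lower (1 and 2 adjusted over the list alone). They are *CHAF1A* (0.29), *DUT* and *RRM1* (−0.26). *CHAF1A* lost the call without CTRL siRNA 24 h replicate 2 or 3 or FMR4 siRNA replicate 2 (adjusted p up to 0.0875). *RRM1* lost it without CTRL siRNA replicate 1 or 3 or FMR4 siRNA replicate 3 (up to 0.125). Of 25 RAN and nuclear transport genes, 2 were higher and 1 lower (3 and 1 adjusted over the list alone). The importins alpha *KPNA1* and *KPNA5* changed by 0.39 (SE 0.064, adjusted p = 0.000329) and −0.32 (SE 0.073, adjusted p = 0.00844). *KPNA5* lost the call without CTRL siRNA 24 h replicate 3 (adjusted p = 0.055) or FMR4 siRNA 24 h replicate 3 (0.0572). *NUP50* (0.26, SE 0.075) lost its call after quantile normalization (adjusted p = 0.0568) and median centring (0.0502), and without CTRL siRNA replicate 2 or 3 or FMR4 siRNA replicate 1 or 2 (up to 0.255).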

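Of apoptosis genes, *APAF1*, the scaffold of the caspase-9 apoptosome, fell after FMR4 siRNA at 24 h (−0.79, SE 0.097, adjusted p = 1e-05). *CASP6* fell by 0.27 on the log2 scale (SE 0.079, adjusted p = 0.0468), and *PMAIP1*, which encodes the BH3-only protein NOXA, rose by 0.40 (SE 0.114, adjusted p = 0.0367). *CASP6* lost the call without CTRL siRNA replicate 1, 2 or 3 or FMR4 siRNA replicate 2 or 3 of 24 h (adjusted p up to 0.19). *PMAIP1* lost it without CTRL siRNA replicate 1 or 2 or FMR4 siRNA replicate 1, 2 or 3 (up to 0.234). Of 33 measured genes of death receptors and caspases, 1 was higher and 2 lower (the same when adjusted over the list alone). Of 24 p53 targets, *PMAIP1* alone passed (2 higher and 3 lower adjusted over the list alone). Of 27 genes of the DNA damage checkpoint and repair, 0 were higher and 2 lower with limma (0 and 2 adjusted over the list alone). They are *RPA1* and *RAD17* (−0.29, SE 0.079, adjusted p = 0.0315), a clamp loader of the checkpoint. *RAD17* lost the call without CTRL siRNA replicate 1, 2 or 3 or FMR4 siRNA replicate 3 (up to 0.19). None of these 7 lists moved as a whole in the knockdown or overexpression at 6 h or in the knockdown at 24 h by camera at an adjusted p under 0.05. With FMR4 pcDNA3.1 at 24 h, the spindle and mitosis genes had a median of −0.06 (adjusted p = 0.0058, and 0.88 with an estimated correlation), and the call is lost after quantile normalization. Of the paper's own measured genes, 2 (*CCND2* and *CDKN1C*) are among the G1/S regulators, 2 (*KPNA6* and *TNPO2*) among the RAN genes, 1 (*RRM2*) among the replication genes and 1 (*TNF*) among the apoptosis genes. The adjusted p of these overlaps is 0.12 or higher by Fisher's exact test. None is among the spindle, p53 or DNA damage genes. The lists were drawn up with the paper's tables in view.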

Cell cycle regulation and apoptosis were highly ranked biological processes affected by *FMR4*, which is consistent with our earlier findings (Khalil et al., 2008). Additionally, *FMR4*-sensitive genes are enriched in developmental processes in general and neurodevelopmental processes in particular (e.g., adrenergic and opioid signaling, Wnt pathway, cytoskeletal elements, synaptogenesis). 

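Neuronal and cytoskeletal genes were among those that changed after FMR4 siRNA at 24 h. *NEFM*, the medium neurofilament chain, rose (0.76, SE 0.127, adjusted p = 0.000385), and the synaptic vesicle genes *SV2A* (−0.53, SE 0.094, adjusted p = 0.000793) and *SYP* (−0.38, SE 0.092, adjusted p = 0.014) fell. *TLN1*, which encodes talin and links integrins to actin, rose by 0.95 (SE 0.074, adjusted p = 1.28e-08). *MAPK3*, the kinase ERK1 downstream of many receptors, rose by 0.48 (SE 0.06, adjusted p = 1.25e-05). The G protein subunit *GNAO1* fell by 0.34 on the log2 scale (adjusted p = 0.0137). The Wnt receptors *FZD5* (0.36, adjusted p = 0.0152) and *LRP6* (0.28, adjusted p = 0.0392) rose. From the plasmid arrays of 24 h, no neutral baseline, *MAPK3* differed by −0.48 with CTRL siRNA and 0.001 with FMR4 siRNA. The values were −0.79 and 0.16 for *TLN1*, −0.64 and 0.12 for *NEFM*, and −0.26 and 0.03 for *LRP6*. FMR4 siRNA lay farther for *SV2A* (0.08 and −0.45), *SYP* (−0.005 and −0.38), *GNAO1* (0.01 and −0.33) and *FZD5* (−0.11 and 0.25). *SYP* lost the call without CTRL siRNA 24 h replicate 1 or 3 or FMR4 siRNA replicate 2 (adjusted p up to 0.108). *GNAO1* lost it without replicate 1 of CTRL siRNA (0.067) or of FMR4 siRNA (0.11), and *FZD5* without replicate 2 of CTRL siRNA (0.0748) or of FMR4 siRNA (0.0866). *LRP6* lost it without CTRL siRNA replicate 2 or 3 or FMR4 siRNA replicate 1 or 2 (up to 0.224).
Of 38 measured genes of synaptogenesis, 1 was higher and 2 lower (2 and 2 when adjusted over the list alone). Of 33 adrenergic, opioid and arrestin genes, 1 was higher and 1 lower (1 and 1 adjusted over the list alone). Of 40 Wnt pathway genes 2 were higher (2 adjusted over the list alone), and of 36 actin genes 1 (1 adjusted over the list alone). Of 27 transcription factors of neural precursors, a list that holds genes picked with the paper's own list in view, limma called 0 (0 adjusted over the list alone). None of these 5 lists moved as a whole by camera in the knockdown or the overexpression at either time. Of the paper's own measured genes, *RIMS2*, *SLC32A1* and *SV2B* are among the synaptogenesis genes, 3 where 0.44 would be expected (Fisher's exact test, adjusted p = 0.056). *ACTN4* and *TWF1* are among the actin genes (adjusted p = 0.19), *GNG12* among the adrenergic and *WNT10A* among the Wnt genes (adjusted p = 0.58 for both).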

Informed by the pathway analysis and previous insights into *FMR4*’s function, we used HEK293T cells with *FMR4* knocked down by sequential siRNA transfections (**Figure 1B**) to validate a 28% increase in methyl CpG-binding domain (*MBD4*; **Figure 1C**).

**Table 1:** Top GeneGo pathways represented by *FMR4*-responsive genes identified by microarray analysis.

Category	GeneGo pathway	*p*-value
Cell adhesion	Chemokines and adhesion	0.10161
	Integrin-mediated cell adhesion and migration	0.11458
Cell cycle	Regulation of G1/S transition (part 2)	0.00000
	Nucleocytoplasmic transport of CDK/Cyclins	0.03480
	Spindle assembly and chromosome separation	0.08019
Development	Mu-type opioid receptor signaling via beta-arrestin	0.00000
	S1P1 receptor signaling via beta-arrestin	0.00000
	Beta-adrenergic receptors transactivation of EGFR	0.00000
	Ligand-independent activation of ESR1 and ESR2	0.00001
	Gastrin in cell growth and proliferation	0.00002
	Alpha-2 adrenergic receptor activation of ERK	0.00002
	Regulation of epithelial-to-mesenchymal transition (EMT)	0.04670
	Lipoxin inhibitory action on PDGF, EGF, and LTD4 signaling	0.08717
	A3 receptor signaling	0.11683
Immune response	Oncostatin M signaling via MAPK in mouse cells	0.00000
	Oncostatin M signaling via MAPK in human cells	0.00000
	IL-15 signaling	0.00002
	Histamine H1 receptor signaling in immune response	0.02758
Transport	RAN regulation pathway	0.04453
N/A	Inhibitory action of Lipoxin A4 on PDGF, EGF, and LTD4 signaling	0.08485

**Table 2:** Top GeneGo process networks represented by *FMR4*-responsive genes identified by microarray analysis.

Category	GeneGo process networks	*p*-value
Apoptosis	Death domain receptors and caspases in apoptosis	0.02682
Cell adhesion	Platelet aggregation	0.02999
	Leucocyte chemotaxis	0.04076
Cell cycle	G1/S Interleukin regulation	0.00000
	G1-S Growth factor regulation	0.00002
Cytoskeleton	Actin filaments	0.00022
	Actin filaments	0.03088
Development	Hemopoiesis, erythropoietin pathway	0.00000
	Neurogenesis and synaptogenesis	0.08499
	Neuromuscular junction	0.11290
	Wnt/beta-catenin, notch, VEGF, IP3, and integrin signaling	0.11674
DNA Damage	Checkpoint	0.00006
Immune response	BCR pathway	0.00008
Inflammation	MIF signaling	0.00000
	IL-2 signaling	0.00003
	Protein C signaling	0.06668
	Kallikrein–kinin system	0.09179
Reproduction	FSH-beta signaling pathway	0.00001
Signal	CREM pathway	0.00002
Transduction	Neuropeptide signaling pathways	0.01407

### Developmental Regulation of Gene Expression by *FMR4* in hNPCs

To investigate the putative role of *FMR4* in neurodevelopment and Fragile X-associated neurological disorders, we used an *in vitro* model system consisting of human fetal-derived neurospheres (hNSs). These cells can be maintained as precursor in hNSs, or induced to differentiate into a mixed culture of early neurons and glia (see Materials and Methods). This system has the advantage of being a primary culture of human brain cells (critical for studying a primate-specific transcript *in vitro*) without the need for reprogramming, as would be the case with embryonic or induced pluripotent stem cells. 

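On the arrays, *MBD4*, which encodes a thymine DNA glycosylase that binds methylated CpG, was not called in any of the 4 comparisons. Its log2 expression (probe set 8090577) at 24 h was 10.23 ± 0.07 (SD, n = 3) with FMR4 siRNA and 10.17 ± 0.05 (SD, n = 3) with CTRL siRNA. The difference of 0.07 (SE 0.05, adjusted p = 0.643) is a rise of 4.68%. With FMR4 pcDNA3.1 at 24 h it differed by −0.10 from CTRL pcDNA3.1 (10.12 ± 0.03 SD, n = 3; adjusted p = 0.999), which is −6.64%. At 6 h the differences were 0.03 for the knockdown and −0.06 for the overexpression, and the former changes sign without FMR4 siRNA 6 h replicate 3 (−0.006). The FMR4 pcDNA3.1 arrays lay below the CTRL pcDNA3.1 arrays at both times. The unadjusted limma p of the overexpression was 0.256 at 6 h and 0.0722 at 24 h, and that of the knockdown at 24 h was 0.222. The signs at 24 h are those of the paper's discordant list, on which *MBD4* stands. Over the alternatives tried, the adjusted p ran from 0.347 to 0.924 for the knockdown at 24 h. Of 30 measured genes of base excision repair and methyl-CpG-binding proteins, *DNMT1*, the maintenance DNA methyltransferase, alone passed in the knockdown at 24 h (1 adjusted over the list alone). It was higher by 0.37 than with CTRL siRNA (SE 0.061, adjusted p = 4e-04), and every array of the comparison left out in turn kept the call. From the plasmid arrays of 24 h, no neutral baseline, it differed by −0.48 with CTRL siRNA and −0.11 with FMR4 siRNA. The difference therefore lies mostly in the CTRL siRNA arrays when seen from the plasmid arrays. The list as a whole did not move by camera.

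**Figure D3:**
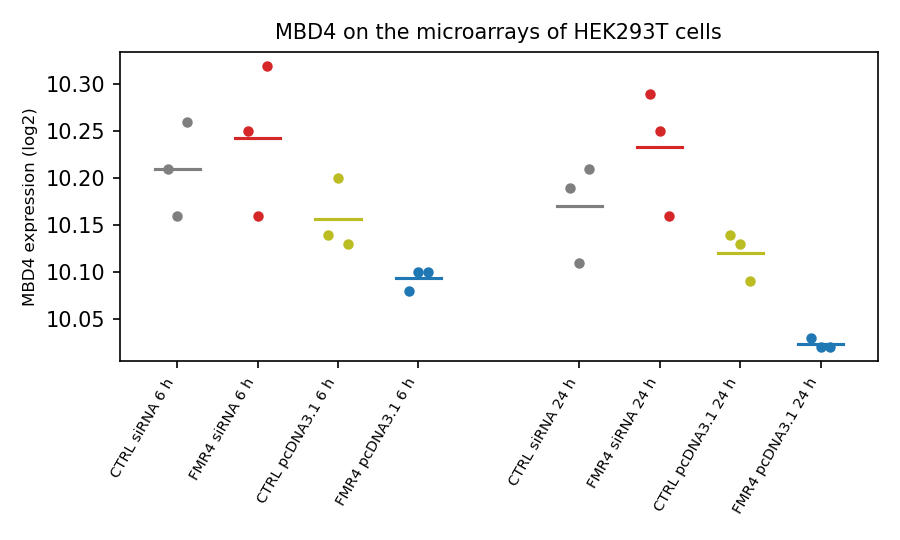
Log2 expression of MBD4 on each array, with the mean of 3 arrays, in the 8 conditions. The FMR4 siRNA and CTRL siRNA arrays of 24 h overlap. The FMR4 pcDNA3.1 arrays lie below the CTRL pcDNA3.1 arrays at both times.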

We focused on the relationship between *FMR4* and its putative target gene, *MBD4*, which we identified by microarray analysis. *MBD4* is a transcriptional repressor involved in DNA repair (Ballestar and Wolffe, 2001; Kondo et al., 2005). Expression of *MBD4* developmentally regulates several tissues (Ruddock-D’cruz et al., 2008; Zhang et al., 2014a), and its aberrant expression in hippocampal GABAergic neurons in psychiatric disease may be linked to abnormal differentiation in these cells (Benes et al., 2009).

The *FMR1* locus is crucial to normal brain development; thus, we wanted to determine whether *FMR4* expression is dependent on developmental stage. We extracted RNA from undissociated hNS [“0 days *in vitro*” (DIV)] and cultured cells from dissociated hNS up to five DIV in differentiation media. At both time points, we measured *FMR4* expression as well as that of *FMR1*, to determine whether these transcripts are independently regulated. We observed that *FMR4* expression is significantly decreased in differentiating cells at 5 DIV while *FMR1* is increased at the same time point (**Figure 2A**). We then measured *MBD4* and found that it is also developmentally regulated. As indicated by the microarray analysis, *MBD4* was increased at a time point when *FMR4* expression is low (**Figure 2A**). We also observed changes in expression level of other *FMR4* target genes in undifferentiated, proliferating hNPCs transduced with an mCherry-tagged lentiviral vector expressing *FMR4* (Supplementary Figure S2A). We found that *FMR4* overexpression significantly upregulated two putative targets, the deubiquitinase *YOD1* and the G-protein subunit *GNG12*, and downregulated the ribonucleotide reductase *RRM2* (Supplementary Figure S2B). These data corroborate our finding that *FMR4* regulates gene expression in *trans*.

**FIGURE 2:**
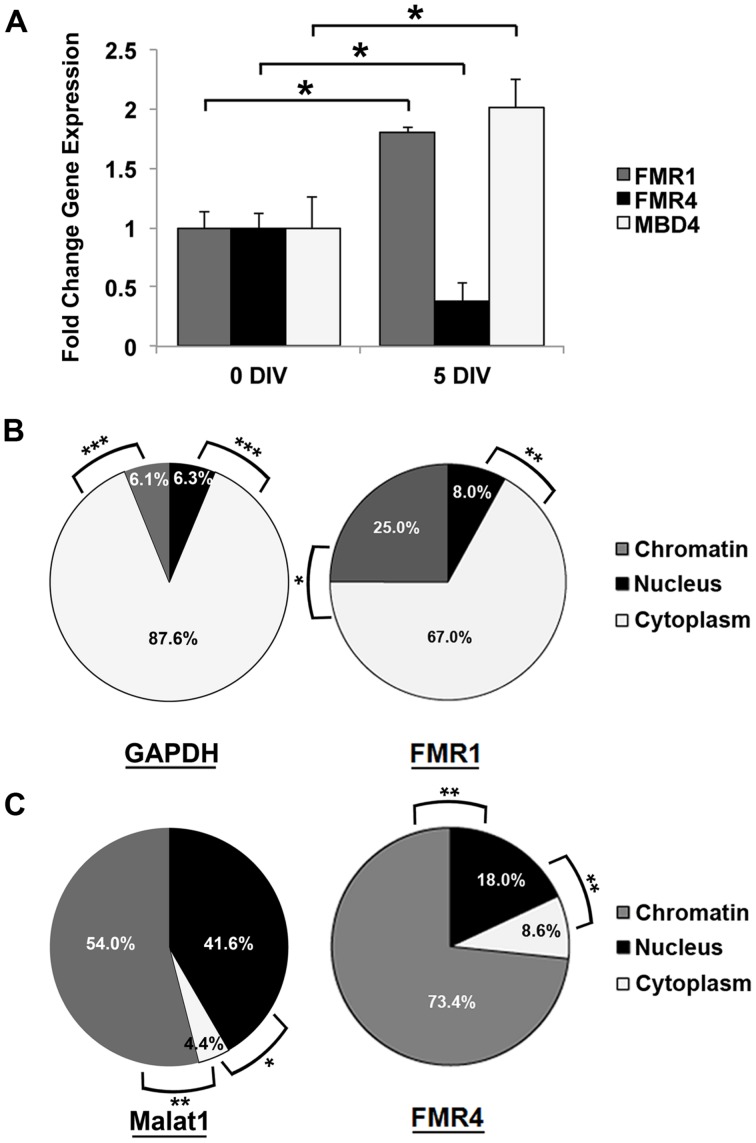
**Expression of *FMR4* and its target *MBD4* during differentiation of hNPCs may be related to chromatin-modulatory function of the lncRNA. (A)** Comparison of RNA expression between proliferating neurospheres (0 DIV) and differentiating hNPCs (5 DIV) revealed increased *FMR1* and decreased *FMR4* after 5 days of differentiation (*n* = 5, *p < 0.05 by Student’s *t*-test). As predicted, the putative *FMR4* target gene *MBD4* was upregulated with decreased *FMR4*. Subcellular fractionation of hNPCs with subsequent qPCR detection confirmed the cytoplasmic localization of mRNAs such as **(B)** *GAPDH* and *FMR1*. *MALAT1* **(C)**, known to be associated to nuclear speckles, was significantly enriched in the nucleus and chromatin compared to cytoplasm. *FMR4* RNA **(C)** was largely localized to chromatin. (*n* = 5, *p < 0.05, **p < 0.01, ***p < 0.001 by One-way ANOVA with Tukey HSD).

### Molecular Mechanisms of *FMR4*

To better understand the molecular role of *FMR4*, we performed subcellular fractionation of hNS. As expected, *GAPDH* and *FMR1* mRNA were highest in the cytoplasmic fraction (87.6 and 67.0%, respectively) where they are translated (Duszczyk et al., 2011) (**Figure 2B**). Some lncRNAs are expressed predominantly in the nucleus. A well-known example of this is the lncRNA *NEAT2/MALAT1* (Gutschner et al., 2013). We measured this transcript as a positive control for nuclear transcripts, and found it enriched in the nucleoplasm (41.6%) and chromatin (54.0%) relative to the cytoplasm (**Figure 2C**). *FMR4* RNA was primarily localized (73.4%) to chromatin (**Figure 2C**), which is consistent with a transcriptional regulatory function of *FMR4*.

Since RNA polyadenylation frequently targets mature RNA for export into the cytoplasm (Zhang et al., 2014b); many lncRNAs are not polyadenylated. Therefore, to establish whether *FMR4* can be polyadenylated, we performed first-strand cDNA synthesis with oligodT primers, thereby capturing polyadenylated transcripts from total hNS RNA. We observed *via* qPCR that in addition to *FMR1* and *GAPDH* mRNAs (which are expected to be polyadenylated), a detectable portion of *FMR4* is also polyadenylated (Supplementary Figure S3). These data suggest that a fraction of *FMR4* may be stabilized by polyadenylation; this would increase the molecule’s half-life and permit its diffusion to distant genomic loci.

## Discussion

Loss of *FMR1* mRNA and FMRP function has been widely studied, but there is relatively little known about ncRNA encoded by the locus. Here we show that one such ncRNA, *FMR4*, may regulate mRNA expression genome-wide *via* a developmentally regulated transcriptional mechanism, thereby impacting important biological processes.

Similar to *FMR4*, *trans*-acting lncRNAs [such as *HOTAIR*, *MALAT1*, and *GAS5* (Rinn et al., 2007; Kino et al., 2010; Miyagawa et al., 2012)] affect loci far from their genomic locus of origin. In this study, we confirmed that knockdown and overexpression of *FMR4* causes changes in genes involved in proliferation and differentiation. As a chromatin-associated transcript, *FMR4* may act at the transcriptional level by forming complexes with histone modifying enzymes or by directly targeting mRNA stability, splicing, or editing. It remains to be seen whether these observations are dependent on RNA-protein interactions, and whether they result from direct epigenetic changes or *via* downstream effects.

Our data show that *FMR4* is developmentally regulated in an hNPC model. After 5 days of *in vitro* differentiation, *FMR4* expression is significantly reduced, while that of both *FMR1* and the *FMR4* target gene *MBD4* is increased. Since *FMR4* and *FMR1* do not interact in *cis* but are discordantly expressed with differentiation of hNPCs, the bidirectional promoter responsible for expression of both of these transcripts might be activated in only one direction at a time. An alternative possibility is that *FMR4* RNA is degraded at a higher rate during this period while *FMR1* is not. Nevertheless, it would be interesting to determine whether transcription factors normally regulate this locus as a whole or target each transcript individually. It is also unclear whether the decrease in *FMR4* lncRNA expression contributes to disease in addition to loss of *FMR1*, or is an artifact of the locus-wide, full mutation-induced epigenetic changes causing transcriptional repression. Future studies will be necessary to distinguish between these possible mechanisms and consequences of *FMR4* regulation.

Discordant regulation of *MBD4* and *FMR4* leads us to conclude that *FMR4* regulates expression of genes at distal loci, as the same relationship was identified by our overexpression and knockdown studies. Our independent validation studies confirm this was not due to false positive identification, which is a common problem in genome-wide analyses such as microarray studies. *FMR4*’s localization to the chromatin fraction points to a transcriptional mechanism for this effect, however, studies evaluating the direct binding of *FMR4* to nucleic acids or proteins are warranted. Such studies could suggest a direct role for *FMR4* in specifically regulating *MBD4* and gene expression more broadly, although this cannot be concluded definitively based solely on changes in mRNA levels. We acknowledge that differences in RNA processing or any number of effects downstream of *FMR4* could be responsible for the observed differential gene expression, therefore it would be useful to examine precise interactions between *FMR4* and its targets. Chromatin immunoprecipitation experiments could, for example, establish an interaction between *FMR4* and promoter regions of target genes. Based on the function of other lncRNAs, one could speculate that *FMR4* helps form three-dimensional interactions between distant sequence elements such as promoters and enhancers (Ma et al., 2014), and that *FMR4* polyadenylation targets this transcript for further RNA processing (Norbury, 2013). Answering these questions would help our understanding of *FMR4* function in particular and continue the rapid expansion of evidence on the elements that govern lncRNA actions in general.

In this study we have described novel facets of *FMR4* functionality as it relates to neurodevelopment, and suggest that perturbation in the expression of this lncRNA may contribute to pathogenesis of the Fragile X repeat expansion-associated disorders. We report that *trans-*regulatory activity of *FMR4* is corroborated by changes in target gene expression during differentiation of hNPCs. With this new information, we have further developed the evidence supporting the role of primate-specific lncRNAs in complex developmental programs and opened new avenues of research into the causes and therapies for Fragile X-associated neurological disorders.

## Author Contributions

VP, CP, DM, KW, DV, and MM contributed to the acquisition, analysis, and interpretation of data. VP, CP, ZZ, JB, VL, JS, and CW made substantial contributions to the conception and design of the work. All authors participated in drafting and/or revising the manuscript for intellectual content, approval for publication and agree to be accountable for all aspects of the work.

## Conflict of Interest Statement

The reviewer Guney Bademci declares that, despite being affiliated with the same institute as the authors Veronica J. Peschansky, Chiara Pastori, Zane Zeier, Dario Motti, Katya Wentzel, Dmitry Velmeshev, Marco Magistri, John L. Bixby, Vance P. Lemmon, José P. Silva, and Claes Wahlestedt, the review process was conducted objectively.

## Abbreviations

ASD: autism spectrum disorder
DIV: days *in vitro*
FMRP: Fragile X mental retardation protein
FXPOI: Fragile X-related primary ovarian insufficiency
FXS: Fragile X syndrome
FXTAS: Fragile X-associated tremor/ataxia syndrome
hNPCs: human neural precursor cells
hNS: human neurospheres
lncRNAs: long non-coding RNAs
mRNA: messenger RNA
ncRNAs: non-coding RNAs

# Supplementary material for: Changes in expression of the long non-coding RNA FMR4 associate with altered gene expression during differentiation of human neural precursor cells
**Source:** Front Genet. 2015 Aug 10;6:263. doi: 10.3389/fgene.2015.00263

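Of the listed genes, *KRTAP4-4*, a keratin-associated protein gene on the concordant list, had an opposite change at 24 h that passed the test (overexpression minus knockdown effect 0.39, SE 0.097, adjusted p = 0.0337). It lost the call without CTRL siRNA replicate 2 or 3, FMR4 siRNA replicate 1 or 2, CTRL pcDNA3.1 replicate 1 or 3, or FMR4 pcDNA3.1 replicate 1, 2 or 3 of 24 h (adjusted p from 0.055 to 0.111). It also lost it in fits to the 12 arrays of the time or to the arrays compared (0.0636) and with all probe sets (0.0617), and adjusted over the list alone limma called 0 concordant genes (12 at an unadjusted p under 0.05). The concordant gene of next lowest p, *ARIH2* (−0.26, adjusted p = 0.112), differs against its listed direction. *AGMO* (0.34), *APOBEC1* (0.34) and *IL2RA* (0.28) are the next concordant genes with a difference in the listed direction, with adjusted p from 0.127 to 0.206. *CCND2* (−0.52, SE 0.137, adjusted p = 0.0519, or 0.0285 without CTRL pcDNA3.1 24 h replicate 3) leads the discordant genes. It is followed by *INPP1* (−0.36), *SYPL1* (−0.27), *BTG3* (−0.40) and *RAB22A* (−0.38), with adjusted p from 0.12 to 0.165. *INPP1* (0.0209) and *BTG3* (0.0341) passed in fits to the 12 arrays of the time or to the arrays compared, all 4 with array weights (0.0178 to 0.0365), and *SYPL1* (0.0499) and *RAB22A* (0.0275) without FMR4 siRNA 24 h replicate 3. At 6 h the genes of lowest p are *AGMO*, *CEACAM21*, *OR4K1*, *HBZ* and *CCR6* (concordant) and *CRISP3*, *CCDC137*, *SAYSD1*, *VPS37A* and *PLEKHA3* (discordant), each with an adjusted p of 1. Without FMR4 siRNA 6 h replicate 3, *HBZ* and *VPS37A* passed (0.0463 for both), as did *HBZ* with array weights (0.0461), each against its listed direction.
The list pairs each gene with a direction, and 135 of its 155 concordant symbols and 76 of its 83 discordant ones were matched to a probe set with 1 symbol. The 2 groups differ in array signal, which was not separated here from differences between probe sets. The median log2 expression over the 24 arrays is 6.78 for the concordant genes, 9.81 for the discordant genes and 8.15 for all genes. Of the concordant genes, 122 lie below the median of all genes, and of the discordant genes 15. Olfactory receptor and keratin-associated protein genes, 408 in number and mostly silent outside their tissues, have an upper quartile of 5.99. Below it lie 35 concordant genes (25.9%), 3 discordant genes (3.9%) and 17.7% of all genes.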

**Supplementary Figure 1.** List of genes with differential expression in response to both *FMR4* upregulation and down regulation, ordered as presented in main Figure 1.

**Concordant to *FMR4***

**Supplementary Figure 2. Overexpression of *FMR4* in human neurospheres causes downstream gene expression changes.** (A) Human neurospheres were transduced with an mCherry-tagged lentivirus resulting in *FMR4* overexpression. (B) Overexpression of *FMR4* in undifferentiated hNPCs results in differential expression of the genes *GNG12*, *RRM2* and *YOD1* (n=6, \*= $p<0.05$ , \*\*= $p<0.01$ ).

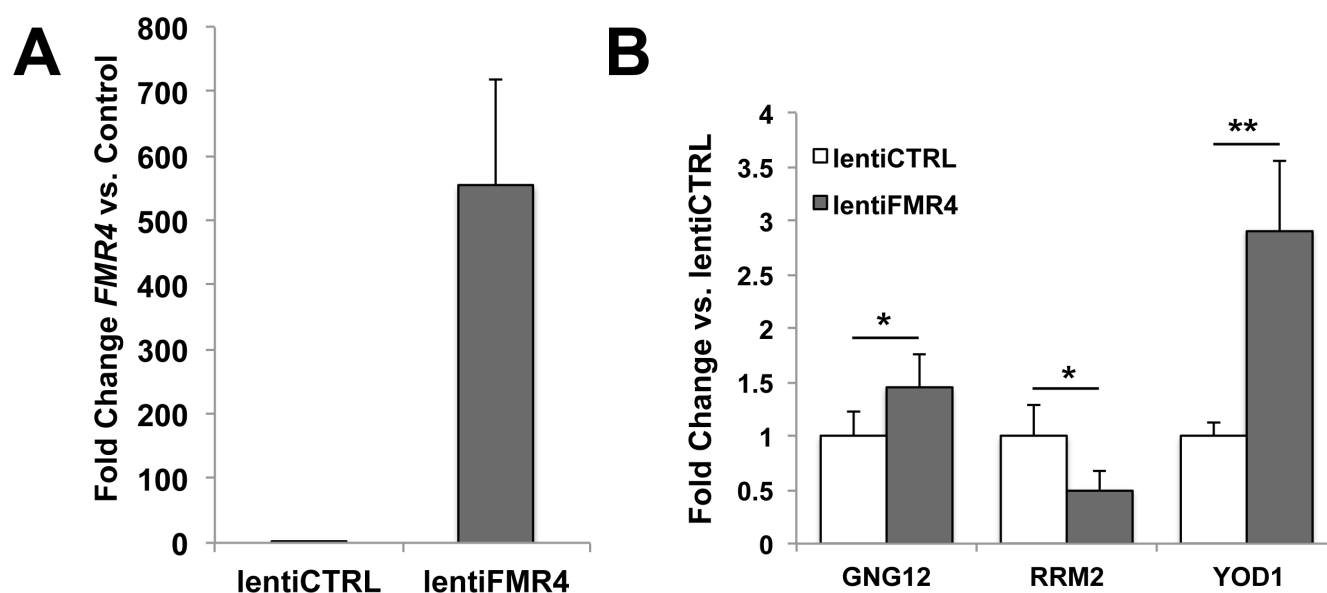

**Supplementary Figure 3. FMR4 is polyadenylated.** Reverse transcription of total RNA from hNPCs using oligodT primers revealed detectable levels of polyadenylated *FMR4* RNA, in addition to the polyadenylated mRNAs *FMR1* and *GAPDH*.

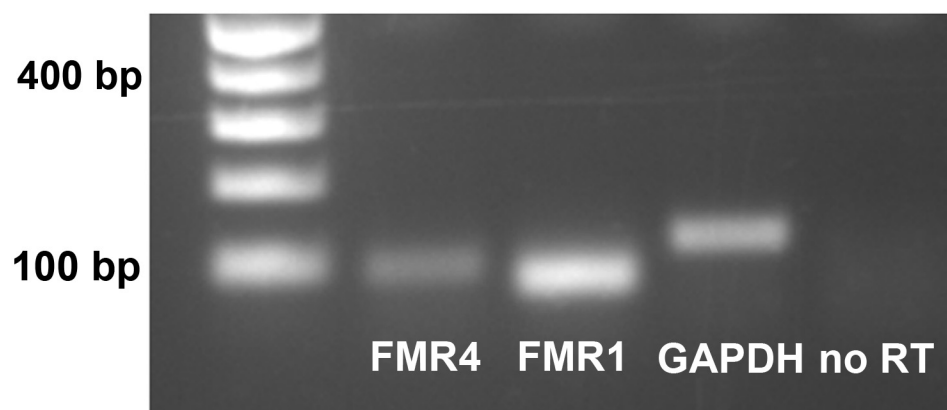

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

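Gene expression was measured in HEK293T cells at 6 and 24 h after transfection with FMR4 siRNA, CTRL siRNA, FMR4 pcDNA3.1 or CTRL pcDNA3.1, on 3 arrays per condition and 24 in all. The authors subtracted background, normalized with GC-RMA and ran quality control with the Affymetrix Command Console and Bioconductor, whose versions the paper does not give. The deposited values are on the log2 scale, lie between 2.62 and 14.5, and have similar medians on every array, so they were taken as they are. The scanner files were not used here. The arrays' number limits the precision.

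Probe sets were paired with genes through the probe annotation of the array and the reference gene names, by which 27 symbols were updated. Of 33297 probe sets, 12083 have no gene there and were left out, and 1754 have several symbols and were tested but not counted as genes. Each condition was given 1 mean in a single linear model (limma 3.58.1 in R 4.3.3; Smyth's moderated statistics, without trend or robust options), which leaves 16 residual degrees of freedom and a median of 22 after moderation. The comparisons are FMR4 siRNA with CTRL siRNA and FMR4 pcDNA3.1 with CTRL pcDNA3.1 at each time, their means over both times, and their differences between times. Opposite change is the overexpression effect minus the knockdown effect. CTRL pcDNA3.1 was also compared with CTRL siRNA at each time. All tests are two-sided, with Benjamini-Hochberg adjustment within a comparison and a threshold of 0.05. Tests were checked on simulated data made from the real genes' means and spread.

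Gene lists, 30 in number, were set from the headings of the paper's Tables 1 and 2, textbook knowledge of transfected cells, and markers of other cell types. Each was counted by direction, over all genes and adjusted over the list alone, and tested with camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and with fry. The overlap of the paper's list with them was tested with Fisher's exact test. Some members of the lists of neural precursor factors, epithelial, blood and immune markers, and the genes the paper measured by qPCR were picked with the paper's own list in view. Medians over lists were set against 10000 random lists matched on mean expression. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

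The design, the lists, the alternatives and the rule for naming genes were set before the data were examined. By that rule the text names the genes the paper names, and for each comparison the 5 largest rises and 5 largest falls past the threshold whose arrays do not overlap those of the control, or those of lowest p where none pass. It also names up to 3 genes of lowest adjusted p from each list. Of the paper's list it names the 5 concordant and 5 discordant genes of lowest p for opposite change. For the 2 control groups it names the 5 and 5 of lowest p. The alternatives tried were a fit to the 12 arrays of a time or to the arrays compared, moderation with trend and robust options, array weights, removal of dim probe sets, quantile normalization, median centring, all probe sets, and the mean over a gene's probe sets. Others were the replicate number as a block (within a time, or within a time and arm), other thresholds, adjustment over the 4 comparisons together, other definitions of opposite change, and each array left out in turn. The labels do not say that equal replicate numbers were handled together. The same-number correlations of the arrays' deviations are 0.16, −0.07 and 0.46 in the knockdown at 6 h, 0.08, −0.37 and −0.15 at 24 h, 0.07, 0.15 and 0.1 in the overexpression at 6 h and −0.05, −0.09 and 0.15 at 24 h. In none of the 6 comparisons, controls included, were all 3 over 0.1, and 7 of the 18 exceed those of other numbers, so the numbers were not used as pairs in the reported values. Comparisons of each siRNA group with both plasmid groups at 24 h were added after the values were seen.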

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

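The tests by splits of 10, the split of the plasmid arrays, the count over all 200 splits at 24 h, the share of the control groups and the strength of the siRNA response were chosen after the results were seen, and the other tests before.

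The knockdown effect differed between 24 and 6 h, by a test of the difference itself, for 218 genes. It was larger at 24 h by 1.18 on the log2 scale for *EMP2*, 0.79 for *IL6ST*, 0.65 for *SCAMP1*, 0.62 for *SAR1B* and 0.57 for *SPOPL*. It was more negative at 24 h for *GGPS1* (−0.88), *DUT* (−0.86) and *SHMT1* (−0.75). The count is 125 without CTRL siRNA 6 h replicate 1, 133 without CTRL siRNA 24 h replicate 2, 141 without FMR4 siRNA 6 h replicate 2, 141 without CTRL siRNA 24 h replicate 3 and 1529 without FMR4 siRNA 6 h replicate 3. It is 31 in a fit to the arrays compared, 119 with the replicate block within a time and arm and 983 with array weights. Effects more positive at 24 h outnumber more negative ones (132 and 86), but not in the fit to the arrays compared (15 and 16). Nor do they after quantile normalization (131 and 157) or median centring (113 and 137), or without FMR4 siRNA replicate 2 of 6 h (67 and 74) or of 24 h (73 and 96). Of 100 splits within each time, 10 gave as many genes, with 2023 as the highest, so chance is not excluded for the count. The overexpression effect differed between times for 0 genes with limma (340 at an unadjusted p under 0.05). All 100 splits reach a count of 0 by construction (highest 1), so they test nothing here.

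The genes that changed with FMR4 siRNA at 24 h, 1083 in number, may owe their difference to either siRNA. For the genes higher with FMR4 siRNA, a lower level with the control siRNA itself is open. On the 6 h arrays, which did not choose them, CTRL siRNA minus FMR4 siRNA had a median of −0.021 (random lists 0.021 to 0.033) and CTRL siRNA minus the plasmid arrays one of −0.036 (random lists −0.021 to 0.004). The latter is not specific to these genes, since over the genes lower with FMR4 siRNA it was −0.041 (random lists −0.022 to 0.007). A higher level with FMR4 siRNA stays open too, as its median from the plasmid arrays over the higher genes was −0.015 (random lists −0.044 to −0.02). For the genes lower with FMR4 siRNA, a lower level with that siRNA itself, from loss of *FMR4* or of off-target transcripts, is open, with a median of −0.069 from CTRL siRNA at 6 h (random lists −0.034 to −0.019). FMR4 siRNA minus the plasmid arrays of 6 h had a median of −0.109 over these genes (random lists −0.044 to −0.015). Levels that follow *FMR4* in both directions are undecided, since the level of *FMR4* with the plasmid was not read from these arrays. The median overexpression effect at 24 h over the lower genes was −0.051 (random lists −0.036 to −0.022). This would argue against the explanation for the lower genes only if the plasmid raised *FMR4*. For the higher genes the median of −0.032 lies inside the range of random lists (−0.035 to −0.023) but by less than their spread.

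The 10 splits of these 6 arrays are too few for a share under 0.05, with 1 split reaching the real 1083 genes and 0 as the highest other. The same holds for the knockdown at 6 h, where 4 splits gave at least the real 11 genes and the highest gave 1801. That split sets FMR4 siRNA replicate 3 with CTRL siRNA replicates 1 and 3 apart from the others, which points to a structure of the siRNA arrays of 6 h. It also holds for the overexpression at 6 h (0 genes with limma, 372 at an unadjusted p under 0.05, all 10 splits, highest other 0) and at 24 h (0 and 602, all 10 splits, highest other 1). Averaged over both times, the knockdown changed 550 genes (1027 without FMR4 siRNA 6 h replicate 3, 1083 with array weights, 220 in a fit to the arrays compared) and 5 of 100 splits gave as many, with 2023 as the highest, so chance is not excluded. The overexpression averaged over both times gave 0 with limma (640 at an unadjusted p under 0.05), a count that all 100 splits reach by construction (highest 1).

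Opposite change at 24 h was seen for 261 genes. Of 100 splits of both arms drawn at random, 3 gave as many (highest 282), and of all 200 splits 7 did (highest 361). The share excludes chance only for both groupings at once, and all 7 keep the siRNA arrays as they are, where the splits that do not give 1 gene at most. It says nothing of the plasmid grouping. It may be the knockdown effect alone, met by overexpression effects of either sign, since with the siRNA arrays kept 6 of 19 other splits of the plasmid arrays gave at least 261 genes (median 237, 181 to 361). At 6 h the count is 0 by limma (554 at an unadjusted p under 0.05), which all 100 splits reach by construction (highest 116). Over the paper's discordant genes at 24 h, the difference between the 2 control groups is a candidate source of the order of the 4 conditions, since it takes a share of 0.58 of the median span. Over the concordant genes that share is 0.27 and 25.9% lie near background, and neither value decides.

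CTRL pcDNA3.1 and CTRL siRNA, which the paper does not compare, differed for 608 genes at 6 h and 826 at 24 h. The 10 splits are too few for a share under 0.05 at either time, with 1 split reaching the real count and 0 as the highest other. *ELSPBP1* differed by −3.08 (SE 0.427, adjusted p = 0.00137) and *THBS1*, thrombospondin 1, by −1.79 (SE 0.319, adjusted p = 0.0129) at 6 h. The mean of *ELSPBP1* with CTRL pcDNA3.1 at 6 h, 5.28, lies below the near-background level of 5.99, so the size of its difference is not exact. In a fit to the 12 arrays of 6 h, *ELSPBP1* (0.0729) and *THBS1* (0.132) lost the call, and 8 genes were higher and 0 lower by limma, where 295 and 313 were. The numbers are 650 and 733 in a fit to the arrays compared, 1573 and 1689 with array weights, 1543 and 1282 with the replicate block within a time and arm, and 132 and 120 with all probe sets. *THBS1* also lost it without CTRL siRNA 6 h replicate 3 (0.0996), CTRL pcDNA3.1 6 h replicate 1 (0.0521) or replicate 3 (0.0664). *TOP1MT*, the mitochondrial topoisomerase I, differed by 0.82 (SE 0.054) and *NID1*, the basement membrane protein nidogen, by 1.09 (SE 0.076) at 24 h. The count at 6 h is 9 without CTRL pcDNA3.1 replicate 3, 10 without CTRL siRNA replicate 3, 22 without CTRL pcDNA3.1 replicate 1, 66 without CTRL siRNA replicate 1 and 281 without CTRL pcDNA3.1 replicate 2. At 24 h it is 367 without CTRL pcDNA3.1 replicate 2, 456 without CTRL siRNA replicate 3, 497 without CTRL pcDNA3.1 replicate 3, 515 without CTRL siRNA replicate 1 and 534 without CTRL siRNA replicate 2. The 533 higher and 293 lower genes of 24 h become 120 and 29 with the replicate block within a time and arm. With array weights they become 1097 and 797, and after quantile normalization 524 and 505. After median centring the lower genes outnumber the higher ones (376 higher and 692 lower).

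The FMR4 siRNA arrays of 6 h differ among themselves over 313 genes that are higher with CTRL siRNA than with CTRL pcDNA3.1, with medians above the plasmid arrays of 0.064, 0.189 and 0.644 in replicates 1 to 3. The CTRL siRNA arrays have 0.398, 0.364 and 0.489. An array of replicate 1 that did not hold FMR4 siRNA cells is argued against, since it lies at −0.087 over 344 genes lower with FMR4 siRNA at 24 h than with CTRL siRNA and than in the plasmid arrays, below every one of the 9 6 h arrays without FMR4 siRNA (lowest −0.06). Over all 451 genes lower than with CTRL siRNA it lies at −0.077, and the lowest of the 9 at −0.043. Whether the response to siRNA transfection differed in strength between dishes is not decided. Replicates 2 and 3 differ by 0.455 and the CTRL siRNA arrays range over 0.125, but the genes were chosen on those CTRL siRNA arrays.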

How the results depend on the processing

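Of the genes named by the preset rule, 81 comparisons passed the threshold. Of their 1370 values under the alternatives, 1190 stayed past it, 180 did not, and none changed sign, and 42 of the 81 stayed past it under every alternative. Of 67 comparisons not past it, 1224 alternative values include 25 past the threshold and 30 with a changed sign. Of 24 more comparisons named in the text, all past it, 63 of 464 alternative values were not, and 9 stayed past it throughout. The 10 genes of largest change in the knockdown at 24 h passed under all alternatives, with adjusted p up to 0.00113 (*CEP15*). Of the 1083 genes changed there, 1068 were called with array weights, 1040 after quantile normalization and 691 in a fit to the arrays compared, all in the same direction. Of the genes named there, *GNAO1*, *CASP6*, *STARD4*, *RAD17*, *CHAF1A*, *RRM1*, *HK1*, *OR5M10*, *OR10J3*, *NUP50*, *SYP*, *CEBPB*, *SLC7A5*, *LRP6*, *ARIH2* and *KDM5B* lost the call in a fit to the arrays compared (adjusted p up to 0.196, *ARIH2*).

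Counts below are out of a reported 11 and 1083 genes for the knockdown at 6 and 24 h, 0 and 0 for the overexpression (limma), 550 and 0 for their means over times, 0 and 261 for opposite change, 608 and 826 between controls, 218 and 0 for the differences between times, and 1084 over the 4 comparisons. Fewer or more genes follow from the thresholds by construction. At an unadjusted p under 0.05 they are 718, 3017, 372, 602, 2152, 640, 554, 1718, 4258, 3075, 2080, 340 and 4283. At an adjusted p under 0.01 the knockdown gives 7, 604 and 324 (mean), opposite change at 24 h 137, the controls 12 and 360, the difference between times 79 and the 4 comparisons 604. At 1.5-fold or more they are 4, 111, 14, 77, 101, 73, 56 and 113 in the same order. Adjusted over the 4 comparisons together, the knockdown gives 25 and 669 and the overexpression 4 (*SLC22A25*, *OR4M2*, *SNORD115-14*, *PCDHA4*) and 3 (*OR5A2*, *LRRC37A11P*, *NSG2*), 683 in all. The cutoff there is shared with the knockdown and does not control error within the overexpression.

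For the following the cause was not tested. With array weights the knockdown gives 114, 1655 and 1083 (mean), opposite change 17 and 694, the controls 3262 and 1894, the difference between times 983, the 4 comparisons 1722, and 10.5% of the discordant genes of the paper take the listed direction at 6 h. With only the 12 arrays of a time, the 6 h knockdown gives 4 and the 6 h controls 8. With only the arrays compared, the 6 h knockdown gives 0 (limma), the knockdown mean 220, the 6 h controls 1383 and the difference between times 31. Opposite change at 6 h is 3 with trend and robust moderation and 4 without dim probe sets, where 14.3% of the paper's concordant genes take the listed direction at 6 h and the correlation of effects at 6 h is −0.17. With all probe sets the 6 h controls give 252.

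With the replicate block within a time and arm, the knockdown at 6 h gives 5, the controls 2825 and 149, and the difference between times 119. With the replicate block within a time, the knockdown at 24 h gives 1015 and opposite change at 24 h 234.

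Opposite change by FMR4 pcDNA3.1 against FMR4 siRNA directly gives 64 and 882, by both effects at an unadjusted p under 0.05 15 and 49, and by both past the threshold 0 at 24 h (limma). The concordant part at 24 h, 13.8%, is 37.2% after quantile normalization and 33.2% after median centring, and of the genes that differ between controls at 24 h 64.5% are higher with CTRL pcDNA3.1, 50.9% after quantile normalization and 35.2% after median centring.

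Gene lists past the threshold number 2 in the knockdown at 24 h, 2 in the overexpression at 24 h, 12 and 3 between controls, and 0 in each with an estimated correlation. By fry none passed there but 5 between controls at 6 h. Quantile normalization leaves 1 in the knockdown and 1 in the overexpression at 24 h. Without dim probe sets there is 1 in the knockdown at 24 h and 1 at 6 h (spindle, adjusted p = 0.04). Without FMR4 siRNA 6 h replicate 1 there are 2 at 6 h (cholesterol, lower, 0.0026, and olfactory receptors and keratin-associated proteins, higher, 0.0011), a setting chosen after seeing the data for the lists.

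Each array of a comparison was left out in turn. The counts then ran from 5 to 854 and 653 to 1001 for the knockdown at 6 and 24 h. For its mean they ran from 445 to 1027. They ran from 0 to 155 and 168 to 398 for opposite change, and 9 to 492 and 367 to 674 between controls. For the difference between times they ran from 125 to 1529, and over the 4 comparisons from 654 to 2191. Arrays outside a comparison also enter the joint fit, and the ranges of single comparisons do not cover their removal. The overexpression stayed at 0 throughout (limma). The correlation of effects ran from −0.104 to −0.011 at 6 h and −0.076 to 0.074 at 24 h. Of the paper's genes, 5.93% to 12.6% (concordant) and 9.21% to 30.3% (discordant) took the listed direction at 6 h, and 45.2% to 65.2% and 56.6% to 71.1% at 24 h.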

Differences from the paper's values

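The paper states no threshold, filter or settings for LIMMA and Cluster Affinity and no time point for its counts, so its counts stand beside an adjusted p under 0.05 at each time. A count is taken here as near the paper's where neither is over 1.5 times the other. Over the 4 comparisons, 1084 genes passed here, and the paper's value is over 3,700. Of the alternatives set before the data were examined, an unadjusted p under 0.05 (4283) is near the paper's value, and all others (113 to 1722, and 654 to 2191 with an array left out) are not.

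Opposite change at 6 h was seen for 0 genes with limma (554 at an unadjusted p under 0.05), where the paper's total is 238. The concordant and discordant counts at 6 h are 0 and 0, where the paper's are 155 and 83. Of the alternatives set before the data were examined, only 1, an array left out, brings a 6 h value near the paper's. The others give up to 329 concordant and 225 discordant genes at an unadjusted p under 0.05, and 50 and 14 for FMR4 pcDNA3.1 against FMR4 siRNA directly. Leaving out FMR4 siRNA 6 h replicate 3 gives 130 concordant genes, near the paper's, but 25 discordant and 155 in all, which are not.

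At 24 h the total of 261 is near the paper's 238. The concordant genes number 36 here and 155 in the paper. Array weights (107), quantile normalization (110) and FMR4 pcDNA3.1 against FMR4 siRNA directly (208) have values near the paper's, and the other alternatives set before the data were examined do not. The discordant genes number 225 here and 83 in the paper. An adjusted p under 0.01 (123) and at least 1.5-fold (69) have values near the paper's, and the others do not.

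The paper gives its listed genes as changed under both knockdown and overexpression. Here 75 of 135 concordant and 52 of 76 discordant genes took the listed directions at 24 h. Of these lists, *KRTAP4-4* passed the test of opposite change, though without any 1 of 9 of the 12 arrays of 24 h it did not (adjusted p up to 0.111), nor in fits to the 12 arrays of the time or to the arrays compared (0.0636), with all probe sets (0.0617) or adjusted over the list alone, and *CCND2* did not (adjusted p = 0.0519). *CCND2* did in fits to the 12 arrays of the time or to the arrays compared (0.0166), with trend and robust moderation (0.0307), array weights (0.00182), without dim probe sets (0.0253), after quantile normalization (0.0397), with the mean over probe sets (0.0497) and without CTRL pcDNA3.1 24 h replicate 3 (0.0285). *INPP1*, *SYPL1*, *BTG3* and *RAB22A* also passed with array weights (0.0178 to 0.0365), and *ARIH2*, against its listed direction, with array weights (0.0475) and without dim probe sets (0.0422). The paper gives *MBD4* as found by microarray. Its differences at 24 h, 0.07 after knockdown and −0.10 after overexpression, have the listed signs, and neither passed the test under any alternative (adjusted p from 0.347 to 0.924 and from 0.757 to 1).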

Other observations

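The comparisons of siRNA with plasmid groups were chosen after the results were seen, as were the genes named in addition to those of the rule (*VLDLR*, *REST*, *RING1*, *KDM5B*, *HERPUD1*, *HSPA5* and the early genes at 6 h).

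Some genes of the unfolded protein and integrated stress response rose with FMR4 siRNA at 24 h. *DNAJB9*, a chaperone cofactor of the endoplasmic reticulum, rose by 0.65 (SE 0.141, adjusted p = 0.00574), *CEBPB*, a transcription factor, by 0.33 (SE 0.075, adjusted p = 0.00848), *SLC7A5*, an amino acid transporter, by 0.25 (SE 0.061, adjusted p = 0.0129) and *VLDLR*, a lipoprotein receptor, by 0.37 (adjusted p = 0.0248). Of 31 measured genes, 4 were higher and 0 lower (7 and 0 adjusted over the list alone), and the median was 0.17. By camera the adjusted p was 1.6e-06, but 0.96 with an estimated correlation and 0.21 by fry, so the list as a whole was not called by these. Without CTRL siRNA 24 h replicate 2, *DNAJB9* (0.0595), *CEBPB* (0.0879) and *SLC7A5* (0.111) lost the call, and *CEBPB* also without FMR4 siRNA 24 h replicate 3 (0.0508). *VLDLR* lost it without CTRL siRNA replicate 1 or 2 or FMR4 siRNA replicate 1 or 2 (up to 0.169). In CTRL pcDNA3.1 against CTRL siRNA at 24 h, 0 genes of the list were higher and 5 lower (1 and 7 adjusted over the list alone), with a median of −0.12 (adjusted p = 3e-05, and 0.91 with an estimated correlation). *HERPUD1* differed there by −0.57 and *HSPA5*, the chaperone BiP, by −0.29 (adjusted p = 0.024). *HSPA5* lost the call without CTRL siRNA replicate 1 or 3 or any CTRL pcDNA3.1 array (up to 0.165).

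Chromatin modifiers changed in both directions with FMR4 siRNA at 24 h. *KAT2B*, a histone acetyltransferase, rose by 0.56 (SE 0.074, adjusted p = 2.76e-05) and *KDM1A*, the demethylase LSD1, by 0.37 (SE 0.056, adjusted p = 0.000112), while *SUZ12*, of Polycomb repressive complex 2, fell by 0.45 on the log2 scale (SE 0.056, adjusted p = 1.22e-05). From the plasmid arrays of 24 h, no neutral baseline, *KDM1A* differed by −0.37 with CTRL siRNA and 0 with FMR4 siRNA. The values were −0.37 and 0.19 for *KAT2B*, and 0.15 and −0.30 for *SUZ12*. *REST* (0.32) and *RING1* (0.32) were also higher and *KDM5B* (−0.20, adjusted p = 0.0452) lower, a call lost without replicate 1 or 3 of either siRNA (up to 0.196). Of 32 measured, 4 were higher and 2 lower (5 and 3 adjusted over the list alone). Of 38 interferon and RNA or DNA sensing genes, 2 were higher and 2 lower (3 and 2 adjusted over the list alone), among them *USP18* (−0.43, adjusted p = 0.00408), *IFIT5* (0.38, adjusted p = 0.0116) and *TAP1* (0.35, adjusted p = 0.0129). *IFIT5* and *TAP1* lost the call without replicate 2 of CTRL siRNA (0.0963 and 0.0675) or of FMR4 siRNA (0.099 and 0.0985). Of 28 genes of hypoxia and glycolysis 2 were higher (2 adjusted over the list alone), *ENO2* (0.37, adjusted p = 0.012) and *HK1* (0.27, adjusted p = 0.0373). *ENO2* lost the call without replicate 2 of CTRL siRNA (0.07) or FMR4 siRNA (0.083), and *HK1* without CTRL siRNA replicate 2 or 3 or FMR4 siRNA replicate 1 or 2 (up to 0.203).

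Of 22 genes of cholesterol synthesis and uptake, *STARD4* alone passed in the knockdown at 24 h (0.41, SE 0.096, adjusted p = 0.011; 1 adjusted over the list alone). It lost the call without CTRL siRNA 24 h replicate 2 (0.0704), FMR4 siRNA 24 h replicate 1 (0.0567) or replicate 2 (0.101). The list had a median of 0.095 (camera adjusted p = 0.04, 0.96 with an estimated correlation), a call lost after quantile normalization and without dim probe sets. Of 30 respiratory chain genes *SDHD* alone was lower (−0.33, adjusted p = 0.00713, or 0.0563 without CTRL siRNA 24 h replicate 2; 1 adjusted over the list alone). Of 408 olfactory receptor and keratin-associated protein genes, 2 were lower (0 adjusted over the list alone), *OR5M10* (−0.37, adjusted p = 0.038) and *OR10J3* (−0.21, adjusted p = 0.0499, and 0.0892 after quantile normalization). Both lost the call without any of CTRL siRNA replicates 1 and 2 and FMR4 siRNA replicates 1 and 2 (up to 0.214 for *OR5M10* and 0.321 for *OR10J3*), and *OR10J3* also without FMR4 siRNA replicate 3 (0.176). The means of *OR5M10*, 4.57 with FMR4 siRNA and 4.94 with CTRL siRNA, lie below the near-background level of 5.99. The size of its difference is therefore not exact. No gene was called by limma in the knockdown at 24 h among 29 MAPK immediate early genes, 21 NF-kB targets, 15 heat shock chaperones, 28 histone genes, 37 ribosomal proteins, 24 blood and immune, 20 fibroblast and endothelial and 20 epithelial markers (0 in each also when adjusted over the list alone). With FMR4 pcDNA3.1 at 24 h, 22 of 28 histone genes were positive, with a median of 0.04 (camera adjusted p = 0.00077, 0.88 with an estimated correlation).

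At 6 h, 3 early and serum response genes, chosen after their values were seen, were lower with CTRL pcDNA3.1 than with CTRL siRNA. *EGR1* differed by −1.17 (SE 0.253, adjusted p = 0.0246), *CCN1* by −1.17 (SE 0.257, adjusted p = 0.0251) and *CCN2* by −1.62 (SE 0.305, adjusted p = 0.017), whereas *JUN* was higher (0.39, adjusted p = 0.0183). Each of the 4 lost the call without CTRL siRNA replicate 3 or CTRL pcDNA3.1 replicate 1 or 3 of 6 h (up to 0.121, 0.13, 0.0996 and 0.107), and all but *CCN2* also without CTRL siRNA replicate 1. None passed in a fit to the 12 arrays of 6 h (0.129 to 0.168). Of 29 MAPK immediate early genes, 1 was higher and 5 lower (1 and 12 adjusted over the list alone; camera adjusted p = 2.9e-05, 0.47 with an estimated correlation, 0.066 by fry), and at 24 h 0 higher and 3 lower (adjusted p = 0.015, 0.91 with an estimated correlation). Cholesterol genes were higher, with a median of 0.18 at 6 h (2 of 22 past the threshold, 12 adjusted over the list alone; adjusted p = 1.6e-07, 0.47 with an estimated correlation) and 0.11 at 24 h (4 of 22, 7 adjusted over the list alone; adjusted p = 0.012, 0.91 with an estimated correlation). By camera at the preset correlation, the lists of respiratory chain (adjusted p = 2.9e-05), spindle (9.6e-05) and histone genes (0.0028) were called higher at 6 h too. Those called lower were neural precursor (0.0031), synaptogenesis (0.015), p53 (0.031), Wnt (0.031), apoptosis (0.034), fibroblast (0.038) and olfactory receptor genes (0.046). With an estimated correlation none of these 12 lists passed. The other named genes of the controls are *RNVU1-4* (0.74), *AMBN* (0.87), *SAR1B* (0.58), *NEK7* (0.49), *POLR3E* (0.42), *SLC10A3* (−0.44), *FAM222A* (−0.48) and *LINC02817* (−0.36) at 6 h. At 24 h they are *F2R* (0.95), *RDX* (0.80), *YWHAH* (0.79), *NR6A1* (−0.78), *ANKRD52* (−0.73), *NRBP1* (−0.72), *ATG14* (−0.60) and *TRAK2* (−0.56). *SLC10A3* (0.0898), *FAM222A* (0.124) and *LINC02817* (0.113) lost the call in a fit to the 12 arrays of 6 h. *FAM222A* also lost it without CTRL pcDNA3.1 6 h replicate 3 (0.0845), and *LINC02817* without CTRL pcDNA3.1 6 h replicate 1 or 3 or CTRL siRNA 6 h replicate 3 (up to 0.0862). The means of *LINC02817*, 5.02 with CTRL pcDNA3.1 and 5.38 with CTRL siRNA, lie below the near-background level of 5.99. The size of its difference is therefore not exact.

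Of the 632 genes higher with FMR4 siRNA at 24 h, 266 differed from the plasmid arrays with CTRL siRNA alone, 211 with FMR4 siRNA alone, 31 with both and 124 with neither. Of the 451 lower genes, the numbers were 43, 327, 17 and 64. Against both plasmid groups, FMR4 siRNA differed for 2285 genes and CTRL siRNA for 1271.

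The genes the paper measured by qPCR in neural precursors were not called here in HEK293T cells. At 24 h *YOD1* differed by 0.15 (adjusted p = 0.234) in the knockdown and −0.08 in the overexpression, *GNG12* by 0.14 (adjusted p = 0.251, and from 0.0469 with array weights to 0.536 over the alternatives) and −0.07, and *RRM2* by 0.13 (adjusted p = 0.405) and −0.12. *GAPDH* differed by 0.00 in the knockdown. None of the 7 qPCR genes passed (0 adjusted over the list alone).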
